# Pioglitazone administration alters ovarian gene expression in aging obese lethal yellow mice

**DOI:** 10.1186/1477-7827-6-10

**Published:** 2008-03-18

**Authors:** John D Brannian, Kathleen M Eyster, Mitch Weber, Maureen Diggins

## Abstract

**Background:**

Women with polycystic ovary syndrome (PCOS) are often treated with insulin-sensitizing agents, e.g. thiazolidinediones (TZD), which have been shown to reduce androgen levels and improved ovulatory function. Acting via peroxisome proliferator-activated receptor (PPAR) gamma, TZD alter the expression of a large variety of genes. Lethal yellow (LY; C57BL/6J Ay/a) mice, possessing a mutation (Ay) in the agouti gene locus, exhibit progressive obesity, reproductive dysfunction, and altered metabolic regulation similar to women with PCOS. The current study was designed to test the hypothesis that prolonged treatment of aging LY mice with the TZD, pioglitazone, alters the ovarian expression of genes that may impact reproduction.

**Methods:**

Female LY mice received daily oral doses of either 0.01 mg pioglitazone (n = 4) or an equal volume of vehicle (DMSO; n = 4) for 8 weeks. At the end of treatment, ovaries were removed and DNA microarrays were used to analyze differential gene expression.

**Results:**

Twenty-seven genes showed at least a two-fold difference in ovarian expression with pioglitazone treatment. These included leptin, angiopoietin, angiopoietin-like 4, Foxa3, PGE1 receptor, resistin-like molecule-alpha (RELM), and actin-related protein 6 homolog (ARP6). For most altered genes, pioglitazone changed levels of expression to those seen in untreated C57BL/6J(a/a) non-mutant lean mice.

**Conclusion:**

TZD administration may influence ovarian function via numerous diverse mechanisms that may or may not be directly related to insulin/IGF signaling.

## Background

Polycystic ovary syndrome (PCOS) is a reproductive disorder characterized by chronic anovulatory ovarian follicles and hyperandrogenism, often associated with obesity. It is the major cause of anovulatory infertility, affecting approximately 5–10% of women of reproductive age. PCOS is one of several health disorders associated with Metabolic Syndrome (Syndrome X), or subclinical insulin resistance. A decrease in insulin sensitivity leads to a compensatory increase in insulin secretion to maintain normal glucose tolerance. Hyperinsulinemia is thought to be a major contributing factor to the hyperandrogenism and ovulatory dysfunction in PCOS [1,2].

It has become common practice to treat women with PCOS with insulin-sensitizing drugs. The two classes of insulin-sensitizing agents currently used most often in clinical practice are biguanides (e.g. metformin) and thiazolidinediones (TZD), which include rosiglitazone and pioglitazone. These classes of drugs act via different mechanisms which are not thoroughly understood. In general, metformin reduces hepatic glucose synthesis leading to a direct reduction in insulin secretion [3]. TZD are ligands for the peroxisome proliferator-activated receptor γ (PPARγ), which enhances transcription of a variety of genes that collectively promote glucose disposal.

Metformin has been much more widely used and studied in women with PCOS than have TZD. Women treated with metformin have significantly improved spontaneous ovulation and ovulatory response to gonadotropins, diminished androgen levels, lowered blood pressure, and enhanced fertility [4-7]. Limited studies with TZD have shown similar results [8,9].

Although overall improvement in symptoms appears to be similar with metformin or TZD, these drugs clearly act via distinct mechanisms. For example, TZD (troglitazone), but not metformin, reduced androgen levels by directly suppressing 3β-hydroxysteroid dehydrogenase and cytochrome P450 17α-hydroxylase, two key enzymes in the androgenic pathway [10]. Moreover, insulin and insulin-like growth factor cellular signaling were differentially altered in ovarian cells from women with PCOS, but after TZD treatment cell signaling was similar to cells from non-PCOS women [11]. In that study, insulin receptor substrate (IRS)-1 and -2 expression by ovarian granulosa cells from women with PCOS was altered relative to cells from women without PCOS; IRS-1 expression was higher and IRS-2 expression was lower in PCOS cells. However, after troglitazone treatment *in vitro*, IRS-1 expression was reduced and IRS-2 expression was enhanced bringing the levels of expression similar to those found in non-PCOS cells [11].

Mice heterozygous for the Lethal Yellow (LY) mutation at the agouti locus exhibit distinct characteristics including yellow coat color, adult onset obesity, and accelerated reproductive senescence [12]. Moreover, as these mice age, they progressively develop insulin resistance and hyperinsulinemia [13], hyperleptinemia [14], and central leptin resistance [15]. Diminishing ovarian function in aging LY mice is directly related to increasing obesity and the progression of altered metabolic regulation [16]. LY mice provide a useful animal model for investigating the effects of insulin-sensitizing drugs on ovarian gene expression in a hyperinsulinemic/insulin resistant state. The current study tested the hypothesis that chronic treatment of aging LY mice with the insulin-sensitizing drug, pioglitazone, alters the ovarian expression of genes that may be involved in insulin signaling or other aspects of ovarian function.

## Methods

### Animals

The study was approved by the Augustana College Animal Care and Use Committee. Black (BL; C57BL/6J a/a) and Lethal Yellow (LY; C57BL/6 A^y^/a) mice from the Augustana College Biology Department breeding colony were used for the study. Founder mice were originally obtained from Jackson Laboratory (Bar Harbor, ME, USA). Mice were fed maintenance diet (Harlan Teklad, Madison, WI, USA) and fresh water *ad libitum*, and housed in groups of four mice per cage on a 14:10 light/dark cycle with lights on at 0600 as described previously [16]. Beginning at 120-days of age, female LY mice received daily oral doses of either 0.01 mg pioglitazone (n = 4 mice) or an equal volume of vehicle (DMSO; n = 4 mice) for 60 consecutive days. This dosage of pioglitazone was chosen to approximate the dosage used clinically in humans after adjustment for body mass, i.e. 30 mg daily for a 50–70 kg adult.

At the end of the treatment regimen, the now 180-day old treated LY mice and untreated 180-day old C57BL/6J non-mutant control mice (n = 2) were weighed and then euthanized by cervical dislocation after overnight fasting. For all mice, blood was collected by heart puncture, glucose concentrations were measured immediately on whole blood, and serum was processed and stored at -20C for later analyses. Both ovaries were removed and carefully trimmed of adhering fat and connective tissue. One ovary from each animal was quickly placed in RNALater (Ambion, Austin, TX) for subsequent RNA extraction. The contralateral ovary was placed in cell lysis buffer (Sigma), homogenized, centrifuged, and protein extracts were stored at -80C for later Western blot analysis.

### Hormone and glucose assays

Glucose was measured in fresh whole blood using a Freestyle (TheraSense, Alameda, CA) glucometer, linear range = 20–500 mg/dL. Leptin concentrations were measured in serum in a single run using a homologous Mouse Leptin RIA kit (Linco Research, St. Louis, MO, USA) as described previously [16]. The interassay CV was 3.3%. Insulin was measured using the Mercodia Ultrasensitive Mouse Insulin ELISA (ALPCO Diagnostics, Windham, NH). The sample volume was 5 μl. Intraassay CV was 6.2% and interassay CV was 5.1%.

### RNA extraction

RNA was extracted as described [17]. Each ovary was homogenized in 1 ml TRI reagent (Molecular Research Center, Cincinnati, OH). Sodium acetate and bromochloropropane were mixed with the homogenate, the sample was incubated on ice for 15 min, and then centrifuged to separate the phases. The aqueous phase containing RNA was removed and purified on an Rneasy column (Qiagen, Valencia, CA). The sample was treated with an on-column RNase-free DNase to remove any potentially contaminating genomic DNA. Total RNA was eluted from the column. The RNA concentration and purity were calculated using the RNA 6000 Nano LabChip in an Agilent Bioanalyzer. The RNA was stored at -70°C prior to processing for DNA microarray analysis.

### Microarrays

CodeLink Whole Mouse Genome Bioarrays (GE/Amersham, Piscataway, NJ, now Applied Micrarrays, Tempe, AZ) were used for the analysis of differential gene expression in this study. These microarrays contain 33,000 single-stranded 30-mer oligonucleotide probes for mouse genes and transcribed sequences. Biotinylated complementary RNA (cRNA) probes were synthesized from the extracted RNA samples per company directions as previously described [17] using CodeLink Expression Assay Reagent Kit (GE-Amersham Biosciences). Individual samples were run on separate microarrays (n = 4/LY treatment group; n = 2 for BL controls); no samples were pooled. The biotinylated cRNA was fragmented and hybridized with the DNA microarray slides for 18 hours at 37°C. The hybridized slides were washed and incubated with streptavidin-Alexa Fluor 647 (Molecular Probes) to label the cRNA, and washed again. An Axon GenePix Scanner was used to scan the microarrays. GenePix Pro software (MDS, Inc., Toronto, ON) was used to acquire and align the microarray image. CodeLink software (Applied Microarrays, Tempe, AZ) applied the background correction. GeneSpring 7.0 software (Agilent, Santa Clara, CA) was used to normalize the expression of each gene to the median gene expression and to normalize each slide to the the 50^th ^percentile of gene expression. Statistical analysis of the data was performed using GeneSpring 7.0 (Agilent). The p value was set at 0.05 for the t test. Multiple testing correction used the Benjamini and Hochberg False Discovery Rate. Approximately 5% of the genes would be expected to pass this restriction by chance with this test.

### Real time RT-PCR

Real time RT-PCR was used to confirm differential gene expression of resistin-like molecule alpha (RELMα). Attempts to confirm three additional genes, leptin, ARP6, and angiopoietin-like 4, were inconclusive and could not be repeated due to depletion of the RNA samples. Pre-designed primers and fluorescent (FAM) labeled minor groove binding probe were obtained from Applied Biosystems (Foster City, CA). Real time RT-PCR was carried out with TaqMan Gold RT-PCR reagents (Applied Biosystems) as described [17]. Changes in expression of RELMα were calculated relative to an endogenous control (GAPDH). An RNA concentration-response validation curve was carried out to determine the concentration of RNA to add to the RT-PCR reaction. All samples were run in duplicate, n = 3. The qBase software [18] was used to analyze the data from the real time RT-PCR reaction. The qBase program uses a delta Ct (threshold cycle) relative quantitation model with PCR efficiency correction and multiple reference gene normalization. The real time RT-PCR data were analyzed by t-test with GraphPad Prism software (GraphPad Software, San Diego, CA).

### Immunocytochemistry

Paraffin sections from 180-day old untreated LY mice that were available from previous studies were used to confirm the presence of RELMα in mouse ovary since all ovaries from the present study were used for other purposes. VectaStain Rabbit IgG Elite ABC kit (Vector Laboratories, Inc., Burlingame, CA) was used for immunocytochemistry. Sections were de-paraffinized, re-hydrated, and blocked with 3% hydrogen peroxide in methanol for 15 min. Antigen retrieval pre-treatment was performed by sequential microwaving in citrate buffer. After washing, sections were blocked with blocking serum and rinsed. Sections were incubated with primary antibody (anti-RELMα; Upstate/Chemicon, Temecula, CA) for 1 h at RT, washed thrice, and incubated with biotinylated second antibody for 30 min. at RT. Slides were washed and incubated with VectaStain ABC reagent for 30 min. at RT. DAB substrate was used for colorimetric antigen detection, and sections were counterstained with hematoxylin. Each slide contained three serial tissue sections, one of which was always incubated without primary antibody to serve as a control. No staining was observed in any control sections.

### Western blotting

Samples and pre-stained standards (Bio-Rad MagicMark XP, Invitrogen) were loaded into precast Tris-HCl mini-gel (Bio-Rad). Gels were run using constant current of 15 mA for the stacking gel and 23 mA for the running gel. Proteins were transferred with constant voltage to 7 × 8.5 cm Biotrace PVDF Transfer Membranes (VWR International, Inc) for 1 hour at 120 v. Following transfer, the membranes were blocked for 1 hour at room temperature with 5% ECL blocking agent (GE Healthcare) in TBS-Tween. The membrane was then incubated overnight at 4C in primary antibody (same as used for immunocytochemistry) diluted in 1% ECL blocking/TBS-tween. Following three times five minute washes with TBS-tween, the membrane was incubated for 1 hour at room temperature with horse radish peroxidase conjugated secondary antibody (R&D Systems, Inc). The membrane was washed three times five minute with TBS-tween before development with Lumi-Light PLUS Western Blotting Substrate (Roche Diagnostic Corp). Bands were visualized by enhanced chemiluminescence. Relative band intensities were compared by determining the ratio of the area densities of RELMα to actin bands for each lane using Image-Pro Plus^® ^software (MediaCybernetics). Ratio means were compared between treatment groups by t-test.

## Results

Oral pioglitazone treatment for 60 days in LY mice did not significantly alter body weight, or fasting serum glucose, insulin, or leptin levels (Table 1), although fasting insulin tended (p = 0.09) to be slightly lower in pioglitazone-treated mice. Body weight, insulin, and leptin levels were all higher in LY mice than in age-matched, untreated BL mice.

**Table 1:** Body weight (BW) and fasting serum concentrations of leptin, insulin, and glucose in 180-day old vehicle- and pioglitazone-treated LY mice and untreated BL control mice.

	Vehicle	Pioglitazone	Untreated C57BL/6J
BW (g)	34.8 ± 5.3 ^a^	34.8 ± 4.4 ^a^	24.1 ± 0.4 ^b^
Leptin (ng/mL)	41.0 ± 11.4 ^a^	43.5 ± 12.4 ^a^	6.7 ± 2.4 ^b^
Insulin (ng/mL)	2.09 ± 0.19 ^a^	1.65 ± 0.35 ^a^	0.85 ± 0.05 ^b^
Glucose (mg/dL)	138 ± 10 ^a^	129 ± 3 ^a^	122 ± 3 ^a^

Means ± SD, n = 4 per group. Letter superscripts denote significant differences among groups (ANOVA, Duncans test).

Of 3.3 × 10^4 ^genes on the array, approximately 1500 showed a significant (p < 0.05) difference in expression. 

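Ovarian RNA of 4 vehicle-treated and 4 pioglitazone-treated LY mice was measured on CodeLink Whole Mouse Genome Bioarrays, with 1 array per mouse. LY mice carry an agouti allele that is active in most tissues, and they become obese and insulin resistant with age. Treatment ran for 60 days, from 120 to 180 days of age. The daily dose of pioglitazone is 0.01 mg in the paper's text and 0.1 mg in the sample labels. Untreated BL mice were not analysed here. The values are linear intensities, corrected for background by the authors and divided by the median of each array, in the paper's relative intensity units. The deposited array medians lay between 1.007 and 1.014. The step that divides each gene by its own median was not seen in the values, since levels differ widely between probes. Each array held 36227 probes, and 47 to 211 spots per array were missing. A single gene name could be given to 21615 probes, and 13931 probes had no name in the annotation used. Between 82.5% and 83.9% of the probes on an array reached 0.2 relative intensity units. Correlations of log2 values across probes between arrays ran from 0.937 to 0.989. For the comparison, each array was divided by its median, values under 0.05 were raised to 0.05, and log2 values were fitted with limma. The test covered 30634 probes with at least 3 values in each group and a mean of at least 0.2 in at least 1 group. These probes include 16073 named genes. The number of arrays, 4 per group, limits the precision.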

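Among named genes at unadjusted p under 0.05 in limma whose groups did not overlap and whose higher group was at 0.5 relative intensity units or more in every array, the largest log2 fold changes upward with pioglitazone were in Mybpc1, a myosin-binding protein of muscle, and in Retnla, which encodes RELMα. The brightest Mybpc1 probe had means of 0.274 ± 0.054 in vehicle-treated and 0.947 ± 0.333 in pioglitazone-treated mice (SD, n = 4 each), a log2 fold change of 1.74 (standard error 0.28). Slc6a15, a neutral amino acid transporter, had means of 3.42 and 5.98, and Kif1b, a kinesin motor, of 3.36 and 5.36. The kinase gene Pnck, the cadherin gene Cdh6, the adhesion gene Hepacam, the cation channel gene Trpc6, Guca2a (guanylin) and the RNA-binding protein gene Msi2 had ratios of means from 1.52 to 1.58. The largest log2 fold changes downward among these genes were in Idi1, an enzyme of isoprenoid and cholesterol synthesis, with means of 4.25 and 2.39, and in Atp6v1c1, a subunit of the vacuolar proton pump, with means of 8.38 and 5.34. Rnf144a, Defb33, Ppp1r3f, Fdft1, Ankrd34a, Vwa7 and Csf3, which encodes granulocyte colony-stimulating factor, had ratios of means from 0.608 to 0.658. None of these genes passed an adjusted p of 0.05 in limma, and each had an adjusted p of 0.837. Of the 30634 probes tested, 0 passed an adjusted p of 0.05 in limma and the smallest adjusted p was 0.599. At unadjusted p under 0.05 limma called 1685 probes (5.5%), where 1532 are expected by chance, while the test named in the methods called 2130, a test with unequal variances 1771 and a test on linear values 2091, with 0 after adjustment in each. Of the 1685 probes, 603 were higher and 1082 were lower with pioglitazone. With quantile normalization the split was 685 higher and 800 lower, and with cyclic loess normalization 719 and 817. With the replicate number as a block, which pairs the arrays, limma called 2635 probes at unadjusted p under 0.05 and 0 after adjustment. Without pioglitazone replicate 4 the unadjusted count was 737, and in a comparison of 3 against 3 mice chosen after seeing the data, without vehicle mouse 3 and pioglitazone mouse 1, it was 2574. With 1 array left out the share of called probes that were higher ran from 24.9% (without pioglitazone replicate 1) to 50.6% (without vehicle replicate 3), against 35.8% with all arrays. The call of Kif1b was lost without vehicle replicate 3 or pioglitazone replicate 3 or 4 (log2 fold changes of 0.43, 0.69 and 0.53), that of Trpc6 without pioglitazone replicate 3 (0.52), and that of Atp6v1c1 without vehicle replicate 1, 2 or 3 or pioglitazone replicate 4 (-0.70, -0.76, -0.75 and -0.73). Without pioglitazone replicate 3 Atp6v1c1 kept its call at -0.44. The call of Vwa7 was lost without vehicle replicate 1 or 3 or pioglitazone replicate 4 (-0.63, -0.50 and -0.40), with quantile or cyclic loess normalization, with array weights, and with each of the other tests. That of Msi2 was lost with array weights and with the mean over all its probes (0.098), that of Kif1b also with the mean over all its probes (0.24) and with each of the other tests, that of Atp6v1c1 also with the test named in the methods and unequal variances, and that of Ppp1r3f with unequal variances and a test on linear values. In the comparison of 3 against 3 mice Vwa7 and Msi2 also lost theirs.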

Unidentified genes and expressed sequence tags (EST) were removed from further analysis. In addition, those genes whose expression was less than 0.2 relative intensity units (the limit of sensitivity) in both control and treatment groups were excluded. 

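Most of the larger differences lay near the limit of sensitivity. Slitrk3, a membrane protein of neuronal synapses, had a mean of 0.091 ± 0.042 in vehicle-treated and 0.326 ± 0.096 in pioglitazone-treated mice (SD, n = 4 each). All 4 vehicle values of Slitrk3 were under 0.2, so that its fold is a lower bound, at least 1.58-fold higher with pioglitazone when vehicle is set to 0.2. Trim54, a RING finger protein of muscle, was likewise under 0.2 in all vehicle-treated mice and at least 1.31-fold higher with pioglitazone. Angpt1, which encodes angiopoietin, had means of 0.143 and 0.050, and Plcd4, a phospholipase C, had means of 0.032 and 0.107. The probes with these values were under 0.2 in all 8 arrays and were left out of the limma fit. The groups of each did not overlap (2-sided exact permutation p = 0.0286, the smallest that 4 against 4 mice allow). Without any 1 pioglitazone mouse the exact permutation p of Angpt1 was 0.0571, as was that of Plcd4 without pioglitazone replicate 1. The groups of both probes still did not overlap there. Fewer assignments exist with 1 mouse left out, and Angpt1 kept its call without any 1 vehicle mouse. With unequal groups the 2-sided test also counts the mirror split, that of the 3 mice at the other end, where it is as large. A p of 0.0571 can thus arise with groups that do not overlap and is no sign of a weaker change. With all values under 0.2, whether the change was weaker cannot be told. A second, brighter Plcd4 probe had means of 23.4 and 23.5 and was tested in limma (log2 fold change -0.014). At unadjusted p under 0.05 and a ratio of means of at least 2 or at most 0.5, limma called 43 probes with a named gene, 34 higher and 9 lower. In 36 of the 43 the lower group mean was under 0.2, in 34 the higher group mean was under 0.5, and in 2 both means were at least 0.5. Without a filter on dim probes the count was 124, and with at least 0.2 required in every array it was 5. It was 76 without vehicle replicate 1, 81 without vehicle replicate 4 and 88 without pioglitazone replicate 3.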

After these exclusions, 27 genes representing a diversity of function exhibited a 2-fold or greater significant (p < 0.05) difference in expression level between groups (Table 2). 

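Of the 27 genes in Table 2, 19 had a probe with the accession that the table gives, and 16 of these were called by limma at unadjusted p under 0.05 in the table's direction. Higher with pioglitazone were 12 of them, among them Plce1, a phospholipase C (ratio of means 1.93), Rnf152, a ubiquitin ligase (2.00), Abcb4, a phospholipid transporter (2.82), and Trdn, the muscle protein triadin (3.55). These ratios rest on vehicle values near the limit, with 2 of 4 under 0.2 in Plce1 and Rnf152 and 3 of 4 in Abcb4 and Trdn, and a second Trdn probe was under 0.2 in all 8 arrays. In Mknk2, a kinase of translation control, Timd2, the protease gene Tll2 and Sin3b, a transcriptional corepressor, all 4 vehicle values were under 0.2. These probes were at least 1.13-fold, 1.23-fold, 1.07-fold and 1.17-fold higher. Lower were 4, among them Actr6, an actin-related protein, with means of 43.9 ± 14.8 and 22.2 ± 6.9 (SD, n = 4 each). In 13 of the 19 genes the 4 pioglitazone values lay entirely above or below the 4 vehicle values, where chance gives this in 2.86% of probes. The genes were chosen by the study on these samples, so these counts are not independent evidence. No gene passed an adjusted p of 0.05 over all probes in limma, and 15 did when adjusted over the list alone. For Mthfd1l, Usp29, Zcrb1, Ptger1, Magi1, Elf1 and Dpp10 no probe with the table's accession was named, and the brightest other probe of each gene had a ratio of means from 0.672 to 1.23, with 0 of 7 called. Other probes of the genes matched by accession numbered 7, of which 6 were tested and 0 were called. The 6 tested belong to Tnn, Rnf152, Plce1, Sin3b and Plcd4 and were brighter than the matched probes. Their ratios of means ran from 0.876 (Plce1) to 1.16 (Tnn), and the Sin3b probe had means of 6.66 and 7.01. With values under 0.2 raised to 0.2, or with a mean over all arrays of at least 0.2, 10 of the Table 2 genes were called, and with at least 0.2 required in every array 3 were called. Mknk2 also lost its call with array weights, the test named in the methods and unequal variances, and Trdn with a test on linear values. From the range of functions of these genes, the paper proposes that the benefit of TZD for the ovary in PCOS patients may have several causes.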

Genes with reduced expression in pioglitazone-treated mice included leptin, angiopoietin, angiopoietin-like 4, Foxa3, and tenascin. Conversely, RELMα, prostaglandin (PG) D receptor, and PGE1 receptor all exhibited elevated expression in pioglitazone-treated LY mice. 

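Angptl4, a secreted inhibitor of lipoprotein lipase that PPAR agonists regulate in other tissues, had a mean of 56.1 ± 8.4 relative intensity units in vehicle-treated and 36.1 ± 6.3 in pioglitazone-treated mice (SD, n = 4 each), a ratio of 0.642. Table 2 gives 0.50 for Angptl4. Tnn, which encodes tenascin N, an extracellular matrix protein, had means of 0.306 ± 0.046 and 0.134 ± 0.052, with all 4 pioglitazone values under 0.2, and was at least 1.52-fold lower. A second Tnn probe had means of 0.696 and 0.809. The means of Foxa3, a forkhead transcription factor of liver and gut, were 0.510 ± 0.349 and 0.241 ± 0.060. In Angptl4, Tnn and Foxa3 all 4 pioglitazone values lay below all 4 vehicle values, with log2 fold changes of -0.64 (standard error 0.17) for Angptl4 and -0.92 (0.38) for Foxa3. Lep, which encodes the adipocyte hormone leptin, had means of 0.293 ± 0.157 and 0.595 ± 0.979, a ratio of 2.03, and a log2 fold change of -0.09 (standard error 1.03). The mean and the log2 value of Lep differ in sign because pioglitazone mouse 1 was at 2.06 and the other 3 pioglitazone mice were between 0.080 and 0.126. Pioglitazone mouse 1 also had the highest values of other adipocyte genes, such as Adipoq (adiponectin) at 40.2 and Fabp4 at 53.0. None of these genes passed an adjusted p of 0.05 in limma (0.837 for Angptl4, Tnn and Foxa3, 0.992 for Lep). Without vehicle replicate 1 the ratio of Foxa3 was 0.717, and Foxa3 was no longer at unadjusted p under 0.05 without vehicle replicate 1 or pioglitazone replicate 1 or 3 (log2 fold changes of -0.51, -0.89 and -0.75), nor with the test named in the methods, unequal variances or a test on linear values.

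**Figure D1:**
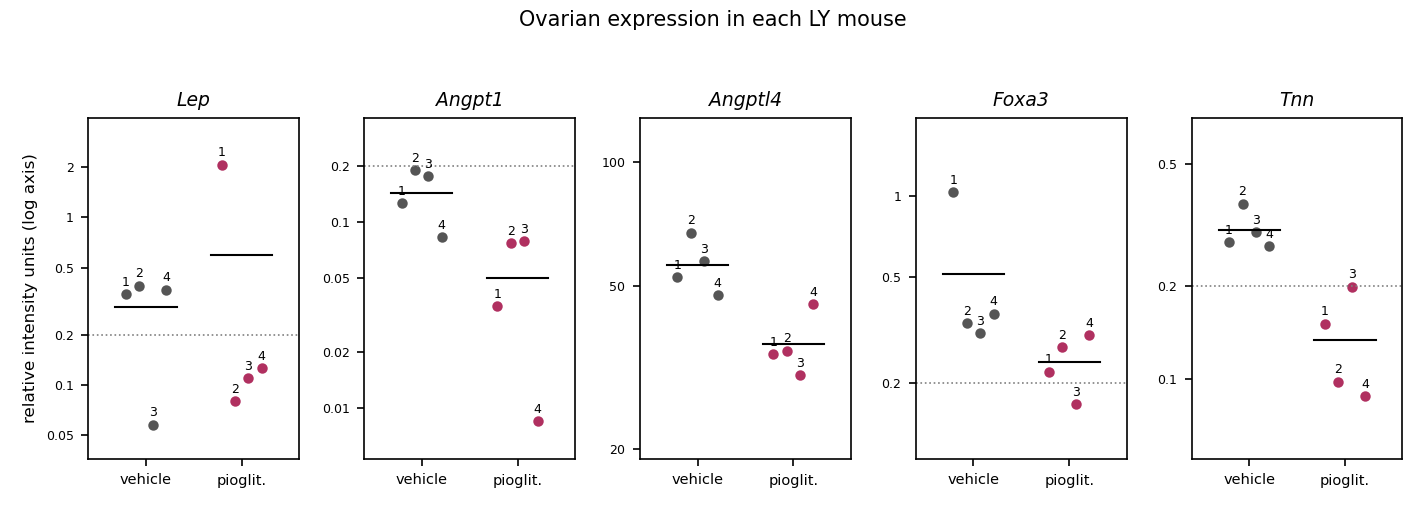
Relative intensity units (log axes) of Lep, Angpt1, Angptl4, Foxa3 and Tnn in each vehicle-treated and pioglitazone-treated LY mouse. Points are mice with their replicate numbers, horizontal lines are group means, and the dotted line is the limit of 0.2. Lep was at 2.06 in pioglitazone mouse 1, and Angptl4 had group means of 56.1 and 36.1.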

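Retnla had a mean of 1.32 ± 0.35 relative intensity units in vehicle-treated and 3.46 ± 1.19 in pioglitazone-treated mice (SD, n = 4 each). This is a ratio of 2.62, and every pioglitazone value was above every vehicle value. Ptgdr, the prostaglandin D receptor, had means of 0.101 ± 0.025 and 0.201 ± 0.076, and all 4 of its vehicle values were under the limit of 0.2. Its vehicle and pioglitazone values overlapped (2-sided exact permutation p = 0.0571). The named probe of Ptger1, a prostaglandin E receptor, is another one than that of Table 2 and had means of 0.364 ± 0.157 and 0.245 ± 0.126. Of the list of prostaglandin genes, 22 were tested, and 1, Ptgdr, was called at unadjusted p under 0.05, with 0 when adjusted over the list alone. A block on the replicate number gave 2, with Slco2a1 added (lower). Pla2g4a, the cytosolic phospholipase that releases arachidonic acid, had means of 7.66 and 10.2, and Ptgds, a prostaglandin D synthase, of 7.41 ± 7.99 and 2.50 ± 0.53. The list as a whole had an adjusted p of 0.80 in camera, which ranked it upward, while its median log2 fold change was -0.06. Pla2g4a passed an unadjusted p of 0.05 without vehicle replicate 2 or 4 or pioglitazone replicate 1 (log2 fold changes of 0.49, 0.48 and 0.48), and Ptgds without vehicle replicate 2 (-1.54). With 1 array left out Pla2g4a ran from 0.29 to 0.49 and Ptger1 from -0.86 to -0.35, and Ptgds, with vehicle mouse 4 at 19.2, was at -0.37 without vehicle replicate 4. In limma the log2 fold changes were 1.36 (standard error 0.29) for Retnla and -0.63 (0.43) for Ptger1, and the adjusted p was 0.837 for Retnla and Ptgdr and 0.860 for Ptger1. With values under 0.2 raised to 0.2, Ptgdr was no longer at unadjusted p under 0.05 (log2 fold change 0.18).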

The data set for these DNA microarrays has been deposited at the National Center for Biotechnology Information Gene Expression Omnibus [19] as recommended by Minimum Information About a Microarray Experment (MIAME) standards [20] and can be accessed through accession number GSE8806.

**Table 2:** Genes with two-fold or greater (p < 0.05) differential expression after pioglitazone treatment.

**Accession #**	Δ^1 ^(pioglitazone)	Δ^2 ^(C57BL/6J)	**Gene name**
NM_008493.3	0.28	0.17	leptin (Lep)
NM_009640.2	0.35	0.65	angiopoietin (Agpt)
NM_177839.2	0.44	0.61	tenascin N (Tnn)
CF906297.1	0.46	0.37	formyltetrahydrofolate synthetase domain 1
AK083494.1	0.46	0.72	ubiquitin specific protease 29
NM_008260.1	0.47	0.54	forkhead box A3 (Foxa3)
CK329907.1	0.49	0.45	aconitase 2, mitochondrial
AK005115.1	0.50	0.85	zinc-finger RNA-binding domain containing 1
NM_025914.1	0.50	0.65	actin-related protein 6 homolog, ARP6
NM_020581.1	0.50	0.88	angiopoietin-like 4 (Angptl4)
NM_008962.2	2.00	2.54	prostaglandin D receptor (Ptgdr)
NM_178779.2	2.00	2.40	ring finger protein 152
BC025027.1	2.00	1.59	similar to phospholipase C, epsilon
NM_021462.2	2.02	1.92	MAP kinase-interacting ser/thr kinase 2
NM_134249.3	2.04	2.05	T-cell immunoglobulin/mucin domain 2 (Timd2)
NM_011904.1	2.05	1.84	tolloid-like 2 (Tll2)
AK053616.1	2.07	1.77	prostaglandin E receptor 1
NM_009188.1	2.08	2.52	transcriptional regulator, SIN3B (Sin3b)
BY482739.1	2.08	1.54	membrane associated guanylate kinase interacting-1
AI604236.1	2.32	1.50	E74-like factor 1
NM_021447.1	2.50	2.05	ring finger protein 30 (Rnf30)
**NM_020509.2**	**2.62**	**1.04**	**resistin-like alpha (RELMα)**
NM_008830.1	2.82	2.18	ATP-binding cassette, subfamily B, member 4
NM_148937.1	3.33	1.81	phospholipase Cδ 4
AF223416.1	3.55	1.85	cardiac triadin isoform 2 mRNA
NM_198864.2	3.58	1.91	SLIT and NTRK-like family, member 3 (Slitrk3)
BB393194.2	5.22	0.84	dipeptidylpeptidase 10

Vehicle-treated LY mice (controls) were assigned a level of expression of 1.0 for each gene Relative expression of pioglitazone-treated LY mice (Δ^1^) and untreated BL non-mutant mice (Δ^2^) compared with control mice is expressed as the fold-difference of the mean level of expression of four (vehicle- and pioglitazone-treated) or two (untreated C57BL/6J) animals per group.

Relative expression of these 27 genes in untreated BL mice (n = 2) was included for comparison (Table 2). For most genes, pioglitazone tended to alter expression towards levels seen in the BL control mice. Exceptions were RELMα and dipeptidypeptidase 10, whose expression was similar in vehicle-treated LY mice and untreated BL mice, but greatly elevated in pioglitazone-treated LY mice.

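In pioglitazone-treated LY mice Retnla ranged from 2.02 to 4.90 relative intensity units, and in vehicle-treated LY mice from 0.900 to 1.73. Dpp10 encodes an inactive dipeptidyl peptidase that modulates potassium channels. The brightest named Dpp10 probe, which is not the probe of Table 2, had means of 1.49 ± 0.33 in vehicle-treated and 1.78 ± 0.23 in pioglitazone-treated mice (SD, n = 4 each). A second Dpp10 probe had means of 0.755 and 0.779, and another was under 0.2 in all 8 arrays. The log2 fold changes were 0.28 (standard error 0.20, adjusted p = 0.860 in limma) and 0.01. Untreated BL mice were not analysed here.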

Expression of RELMα in the ovary has not been previously reported. Therefore microarray results were verified by Real Time RT-PCR. The difference in expression of RELMα by RT-PCR was nearly eight-fold (Figure 1), confirming a significant increase in mRNA levels in pioglitazone-treated mice. Since gonadal fat is a known source of RELMα [21], we sought to confirm that the RELMα expression was within the ovary proper. RELMα protein was detected in mouse ovarian sections from untreated age-matched LY mice by immunocytochemistry, confirming that RELMα was expressed within the ovary rather than in adhering fat tissue. RELMα primarily localized in perivascular cells, which on the basis of morphology and distribution were likely to be macrophages, although this was not confirmed (Figure 2). Western blot analysis of protein extracts of vehicle- and pioglitazone-treated LY mice did not reveal a significant difference in protein expression (Figure 3).

**Figure 1:**
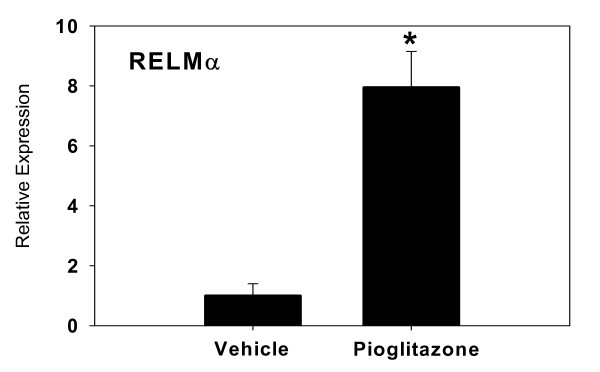
**Relative increase in expression of RELMα by Real Time RT-PCR.** Bars represent mean ± SD, in relative gene expression calculated relative to endogenous GAPDH expression. An RNA concentration-response validation curve was carried out to determine the concentration of RNA to add to the RT-PCR reaction. All samples were run in duplicate, n = 3 animals per group.

**Figure 2:**
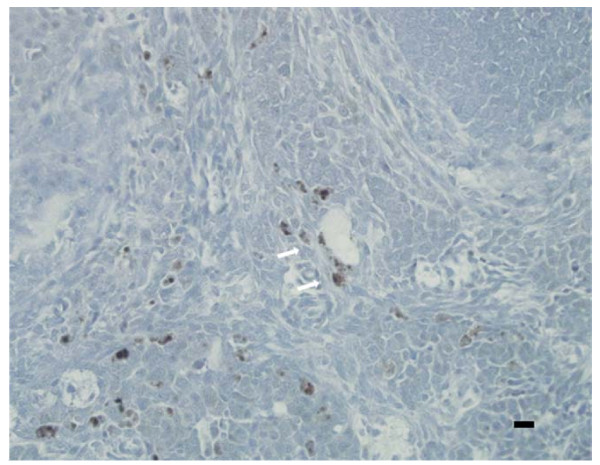
**Immunolocalization of RELMα in a untreated 180-day old LY mouse ovary.** VectaStain Rabbit IgG Elite ABC kit (Vector Laboratories, Inc., Burlingame, CA) was used on paraffin sections. Sections were incubated with primary antibody (anti-RELMα; Upstate/Chemicon, Temecula, CA) for 1 h at RT, washed thrice, and incubated with biotinylated second antibody for 30 min. at RT. DAB substrate (brown precipitate, arrows) was used for antigen detection, and sections were counterstained with hematoxylin. Scale bar = 25 μm (lower right).

**Figure 3:**
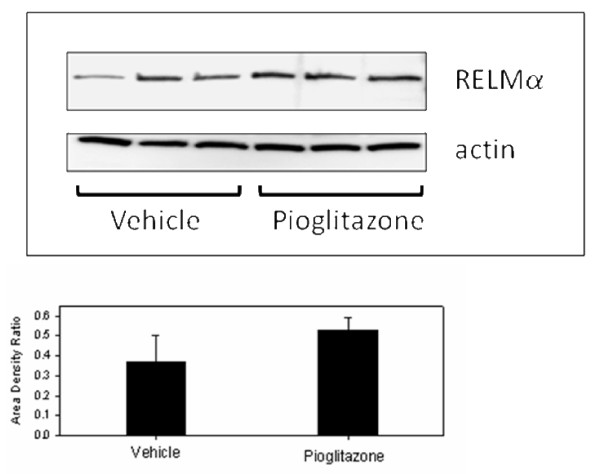
**Western blot of RELMα immunoactivity in vehicle- and pioglitazone-treated LY mice.** Beta-actin immunoactivity was used as a loading control. Bar graph depicts the mean (+ SD) ratio of intensity of RELMα-to-actin bands. There was no significant difference in band intensity between groups.

Because of limited quantities of RNA extracts available after microarray analyses, no other genes could be verified by RT-PCR. Attempts to confirm three additional genes yielded inconclusive results, which could not be repeated due to depletion of the samples.

## Discussion

We have previously shown that progressive obesity in aging LY mice is associated with a concomitant diminution in ovarian function, which is paralleled by acquired insulin and leptin resistance [16]. To our knowledge, this is the first report demonstrating that prolonged in vivo exposure to TZD alters intraovarian gene expression in an aging obese mouse model. 

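Of 19 tested genes of granulosa cells, which surround the oocyte and make estradiol, 15 had positive log2 fold changes with pioglitazone, with a median of 0.29. Fst, which encodes the activin-binding protein follistatin, had means of 2.90 and 4.72 and was the 1 member called at unadjusted p under 0.05. Nr5a2, a nuclear receptor needed for ovulation, had means of 8.10 and 11.6. Of 17 luteal genes 0 were called and 15 had negative log2 fold changes, with a median of -0.32. In each group the luteal list was higher in mice 2 and 3 than in mice 1 and 4. The methods give no stage of the estrous cycle, so whether the stage differed between the groups was not tested. Cyp11a1, which cleaves the cholesterol side chain, had means of 53.0 and 33.9, and Scarb1, the receptor for high density lipoprotein, of 6.62 and 4.56. The oocyte list (27 tested) had 2 lower members, Padi6 and Gja4, the cumulus and ovulation list (16 tested) had 0 called, and the theca and stroma list (22 tested) had 1 higher member, the smooth muscle myosin gene Myh11. Adjusted over the list alone, 0 members of these lists passed. Camera with a preset correlation gave the granulosa list an adjusted p of 0.0112 and the luteal list 0.0497. With an estimated correlation the adjusted p was 0.407 for granulosa and 0.819 for luteal genes, so neither passed. The adjusted p was 0.930 for oocyte (0.0202 with array weights, within a range of 0.0202 to 0.978 over its alternatives), 0.80 for cumulus and ovulation, and 0.623 for theca and stroma genes. The granulosa call was lost without pioglitazone replicate 2 (0.122, within a range of 0.00110 to 0.407 over its alternatives). The luteal call was lost without vehicle replicate 2 (0.397) or 3 (0.279), without pioglitazone replicate 1 (0.429) or 4 (0.196), with quantile (0.257) or cyclic loess normalization (0.221), with array weights (0.937), and by a small margin with a floor of 0.01 (0.0512) or at least 0.2 required in every array (0.0580), within a range of 0.000135 to 0.937. In a comparison of 3 against 3 mice chosen after seeing the data, without vehicle mouse 3 and pioglitazone mouse 1, it was lost as well (0.874). Fst kept its call without vehicle replicate 2 or pioglitazone replicate 1 and lost it without any other mouse (log2 fold changes of 0.49 to 0.72). Padi6 kept its call without vehicle replicate 3 and lost it without any other mouse (-0.31 to -0.24), Myh11 kept it without vehicle replicate 1 or 3 and lost it without any other mouse (0.25 to 0.42), and Gja4 lost it without vehicle replicate 1 (-0.34) or pioglitazone replicate 4 (-0.30). Cyp11a1 and Scarb1 passed an unadjusted p of 0.05 without pioglitazone replicate 3 (-1.19 and -0.98), Nr5a2 without vehicle replicate 2 (0.80), and all 3 passed with the replicate number as a block, where Padi6 did not. With that block 3 granulosa genes (Esr2 and Nr5a2 added, higher), 4 luteal genes (Cyp11a1, Scarb1, Star and Akr1c18, lower), 1 of the oocyte list, 1 of the cumulus and ovulation list (Adamts1, lower) and 2 of the theca and stroma list (Des added, higher) were called. Cyp11a1 and Scarb1 were at -0.37 and -0.30 without pioglitazone replicate 1, and Nr5a2 at 0.29 without vehicle replicate 3. The call was also lost for Fst with a floor of 0.01, cyclic loess normalization, no filter on dim probes and each of the other tests, for Padi6 with quantile or cyclic loess normalization, no filter and an intensity trend, for Gja4 with cyclic loess normalization, and for Myh11 with no filter and unequal variances.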

The altered expression of numerous genes involved in diverse cellular functions such as cell signaling, cell proliferation and survival, cell adhesion, and differentiation suggest that the positive effects of TZD on ovarian function observed in PCOS patients may be multifactorial.

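Gene groups of several cellular functions were compared. Of 28 cell cycle genes tested, 0 were called at unadjusted p under 0.05, and the mitotic kinase gene Cdk1 had means of 24.0 and 29.3 relative intensity units in vehicle-treated and pioglitazone-treated mice. The 28 genes of insulin and IGF signalling had 0 members called. Akt1, a kinase of insulin signalling, had means of 23.9 and 18.9, and Foxo1, a transcription factor that insulin restrains, of 55.3 and 42.6. Irs1, an insulin receptor substrate, had means of 58.2 and 59.5. The list of immediate early and heat shock genes (25 tested) had 1 lower member, Klf6, with means of 2.50 and 1.57, and adjusted over the list alone 0 members of these lists passed. No list passed an adjusted p of 0.05 in camera, with 0.189 for cell cycle, 0.80 for insulin and IGF signalling and 0.584 for immediate early and heat shock genes. The cell cycle list passed with array weights (0.0185), without vehicle replicate 2 (0.0393) and without pioglitazone replicate 1 (0.00341), within a range of 0.00154, in a comparison of 3 against 3 mice chosen after seeing the data, to 0.819 over its alternatives. Klf6 lost its call without vehicle replicate 2 or 3 or pioglitazone replicate 1 or 2 (log2 fold changes of -0.62, -0.46, -0.46 and -0.68), with quantile or cyclic loess normalization, with array weights and with each of the other tests. Akt1 passed an unadjusted p of 0.05 with the replicate number as a block and without vehicle replicate 4 (-0.42) or pioglitazone replicate 1 (-0.41), and Foxo1 without vehicle replicate 2 (-0.47) or pioglitazone replicate 2 (-0.55). With 1 array left out Akt1 ran from -0.42 to -0.26, Foxo1 from -0.55 to -0.30 and Cdk1 from 0.11 to 0.50. In limma with the replicate number as a block 3 genes of insulin and IGF signalling were called (Akt1 and Igfbp4 lower, Foxo3 higher) and 2 immediate early and heat shock genes (Zfp36 added, lower). Of 26 lists tested, 4 passed with a preset correlation, 0 with an estimated correlation and 0 in fry. With pioglitazone replicate 3 left out 7 passed.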

TZD are primarily characterized as ligands for the PPARγ. However, pioglitazone may also activate PPARα, which may explain its broader spectrum of clinical action relative to other TZD [22]. Ligand binding of either of the two PPARγ isoforms results in heterodimerization with a retinoid X receptor (RXR), followed by the PPARγ/RXR complex binding to and activating PPAR response elements on target genes [23]. In general, PPARγ activation in adipose cells has anti-angiogenic actions and suppresses the synthesis and secretion of proinflammatory and proinsulin resistant adipokines [24].

PPAR are widely expressed in vascular and inflammatory cells [25]. In the ovary, PPARγ are localized in granulosa cells of maturing follicles [26,27] and in thecal and stromal macrophages [28]. In contrast, PPARα are expressed throughout thecal and stromal regions of rodent ovaries [26,27] consistent with vascular and peri-vascular expression.

TZD actions in the ovary have not been widely investigated. Troglitazone suppressed LH and insulin-stimulated androgen production by isolated porcine thecal cells [29]. Moreover, in human follicular fragments, TZD (pioglitazone and rosiglitazone) modestly inhibited testosterone and estradiol production, but enhanced progesterone and IGFBP-1 production [30]. These results in isolated ovarian cells imply a direct action of TZD on steroidogenesis, although the mechanisms remain unclear. In addition, troglitazone suppressed inducible nitric oxide synthase (NOS2) in mouse ovarian macrophages isolated from preovulatory ovaries [28]. Perivascular/anti-inflammatory actions of TZD in the ovary may also alter ovarian function.

Among genes responding to pioglitazone with altered expression were several that participate in vascular remodeling. 

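Genes of endothelium and angiogenesis were as a list not set apart from other genes. Of 29 tested, 2 were lower with pioglitazone at unadjusted p under 0.05 and 0 were higher. Emcn, which encodes the endothelial sialomucin endomucin, had means of 14.1 and 10.4 relative intensity units in vehicle-treated and pioglitazone-treated mice, and Angptl4 was the other. Pgf, placental growth factor, had means of 0.529 and 0.693. Of 31 genes of extracellular matrix remodelling, 3 were lower and 2 were higher at unadjusted p under 0.05, and 1 was lower and 1 higher when adjusted over the list alone. Mmp13, a collagenase, had means of 0.244 and 0.124, with all 4 pioglitazone values under 0.2, and was at least 1.19-fold lower. The protease gene Tll1 had means of 2.30 and 1.76, and Tnn was also lower. Higher were Tnr, which encodes tenascin R, with means of 0.721 and 0.923, and Tll2, and 25 of the 31 log2 fold changes were negative. Tnn and Tll2 were chosen by the study on these samples. In camera the adjusted p was 0.584 for endothelial and angiogenesis genes and 0.163 for extracellular matrix remodelling genes. In limma with the replicate number as a block 4 endothelial and angiogenesis genes were called (Pgf and Cldn5 added, higher) and 11 matrix genes, 3 higher and 8 lower. With that block the matrix list had an adjusted p of 0.0264 with a preset and 0.471 with an estimated correlation. With a preset correlation the adjusted p was 0.0130 without vehicle replicate 1 and 0.000583 without pioglitazone replicate 3, within a range of 0.000583 to 0.881 over its alternatives. Emcn lost its call with quantile or cyclic loess normalization, with the mean over all its probes, and without vehicle replicate 1 or 2 or pioglitazone replicate 1 (log2 fold changes of -0.41, -0.40 and -0.36). Mmp13 lost its call without vehicle replicate 3, with a floor of 0.2, with the test named in the methods and with unequal variances, and Tll1 without pioglitazone replicate 3 (-0.38) or 4 (-0.33), while Pgf passed with the replicate number as a block and without vehicle replicate 1 (0.49) or 4 (0.50), and was at 0.26 without vehicle replicate 3.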

An increase in angiogenesis and stromal blood flow are characteristic of PCOS [31,32]. 

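Among 16073 named genes ordered by the size of their log2 fold change in limma, Retnla was number 21, Angptl4 number 478 and Lep number 11848. Ordered by the ratio of group means, Retnla was number 38, Lep number 89 and Angptl4 number 416. The ratio of Lep was above 1 and rests on pioglitazone mouse 1. Angpt1 was under 0.2 relative intensity units in every array and was not in the ordering.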

Notably, leptin, angiopoietin, angiopoietin-like 4, and RELMα were among the genes whose expression was altered most by pioglitazone treatment. 

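In the 4 vehicle-treated mice Lep was at 0.350, 0.392, 0.058 and 0.372 relative intensity units, and in the 4 pioglitazone-treated mice at 2.06, 0.080, 0.110 and 0.126. The groups overlapped (2-sided exact permutation p = 1.0). Without pioglitazone replicate 1 the ratio of means of Lep was 0.360, and without both that mouse and vehicle mouse 3, a setting chosen after seeing the data, it was 0.284. With each other single mouse left out it was between 1.6 and 2.62. Angpt1 was under the limit of 0.2 in both groups, so no fold is given. Its log2 fold change was negative in every setting that gave a value.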

The three-fold reductions in leptin and angiopoietin mRNA expression in the current study would be consistent with reduced angiogenesis. In contrast, RELMα has generally been reported to have angiogenic actions [33], so the significant increase in its gene expression in the current study may appear inconsistent. Angiopoietin-like 4, has been reported to be both angiogenic [34] and anti-angiogenic [35].

A novel finding was the intraovarian expression of RELMα and its up-regulation by pioglitazone. 

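Retnla was higher in each of the 4 pioglitazone-treated mice than in any vehicle-treated mouse (2-sided exact permutation p = 0.0286). RELMα is a marker of alternatively activated macrophages. Of 23 genes of alternative macrophage activation and eosinophils, 3 were higher and 1 was lower at unadjusted p under 0.05. Adjusted over the list alone 1 was higher, Retnla itself, which was chosen by the study on these samples. Il10, which encodes an anti-inflammatory cytokine, had means of 0.188 and 0.277 relative intensity units in vehicle-treated and pioglitazone-treated mice, and Il5, a cytokine of eosinophils, of 14.5 and 11.1. Of 26 macrophage genes 0 were called, and Adgre1, which encodes the macrophage marker F4/80, had means of 0.231 and 0.182. Of 27 inflammatory genes, the chemokine gene Cxcl10 was lower, with means of 1.84 and 1.31, and Tnf had means of 0.280 and 0.219. Of 21 lymphocyte genes the B cell genes Cd79b and Ms4a1 were higher and Cd79a was lower. The alternative activation list was ranked upward by camera, with a median log2 fold change of -0.02. Retnlg was the third member higher. The adjusted p in camera was 0.189 for alternative activation, 0.651 for macrophage, 0.80 for inflammatory and 0.267 for lymphocyte genes. The macrophage list passed without pioglitazone replicate 2 (0.0249, within a range of 0.0249 to 0.920 over its alternatives) and the alternative activation list with array weights (0.0127, range 0.0127 to 0.632) and in a comparison of 3 against 3 mice chosen after seeing the data (0.0280). Il5 kept its call without vehicle replicate 4 or pioglitazone replicate 1 or 2 and lost it without any other mouse (log2 fold changes of -0.38 to -0.31), Il10 kept it without vehicle replicate 1 or 3 or pioglitazone replicate 3 (0.45 to 0.58 where lost), and Cxcl10 kept it without vehicle replicate 3 or pioglitazone replicate 3 or 4 (-0.52 to -0.40 where lost). Cd79b kept its call without vehicle replicate 1 or pioglitazone replicate 2 (0.27 to 0.40 where lost) and Ms4a1 without vehicle replicate 4 (0.29 to 0.37 where lost). Adgre1 passed an unadjusted p of 0.05 without pioglitazone replicate 2 (-0.51), and Tnf without pioglitazone replicate 1 (-0.64) and with the replicate number as a block, while with 1 array left out Adgre1 ran from -0.51 to -0.30 and Tnf from -0.64 to -0.30. The call was also lost for Il5 with quantile or cyclic loess normalization, for Il10 with a floor of 0.2, an intensity trend and unequal variances, for Cxcl10 with unequal variances, for Cd79b with no filter on dim probes and array weights, and for Ms4a1 with these, quantile or cyclic loess normalization, an intensity trend and the replicate number as a block. The call of Retnla at unadjusted p under 0.05 was kept in all 24 alternatives, the comparison of 3 against 3 mice included. In limma with the replicate number as a block 2 macrophage genes were called, C1qa and Fcgr1, both lower. That block also gave 5 calls in alternative activation (Epx added, higher), 3 in inflammatory (Tnf, lower, and Cxcl1, higher, added) and 2 in lymphocyte genes.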

Resistin and RELMα are often co-regulated [36]. Resistin has been shown to have significantly lower expression in mouse models of obesity, e.g. *ob/ob *and *db/db *mice, but is stimulated by PPARγ agonists [37]. Therefore the increased expression of RELMα by pioglitazone in the current study would be consistent, although resistin expression was not significantly altered by pioglitazone in this study. 

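Of the 4 genes of the resistin family, Retnla and Retnlg were higher with pioglitazone at unadjusted p under 0.05, and 2 were when adjusted over the list alone. Retnlg, which encodes RELMγ, had means of 0.456 and 0.758 relative intensity units in vehicle-treated and pioglitazone-treated mice, a log2 fold change of 0.72 (standard error 0.25). Retn, which encodes resistin, had means of 3.10 ± 2.80 and 5.84 ± 8.33 (SD, n = 4 each) and a log2 fold change of 0.22 (standard error 0.88, adjusted p = 0.975 in limma). The mean of Retn rests on pioglitazone mouse 1, at 18.3, and its log2 fold change was -0.68 without that mouse. Retnlb had means of 0.826 and 0.785. Of 17 adipocyte genes 0 were called (with the replicate number as a block 2, Cidea and Thrsp, both higher), and in 9 of them pioglitazone mouse 1 had the highest value of the 8 arrays. Camera gave the resistin family an adjusted p of 0.0301 with a preset correlation. With an estimated correlation the adjusted p was 0.407, so it did not pass, and the call was also lost without vehicle replicate 1 (0.120) or 4 (0.0556), without pioglitazone replicate 1 (0.142), and with quantile (0.0857) or cyclic loess normalization (0.0781), within a range of 0.0142 to 0.407. In a comparison of 3 against 3 mice chosen after seeing the data it was 0.203. Retnlg lost its call without vehicle replicate 4 (log2 fold change 0.57) and with a test on linear values. Retnla was chosen by the study on these samples. The adipocyte list had an adjusted p of 0.238 in camera, and 0.0256 without pioglitazone replicate 4, within a range of 0.0256 to 0.819 over its alternatives.

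**Figure D2:**
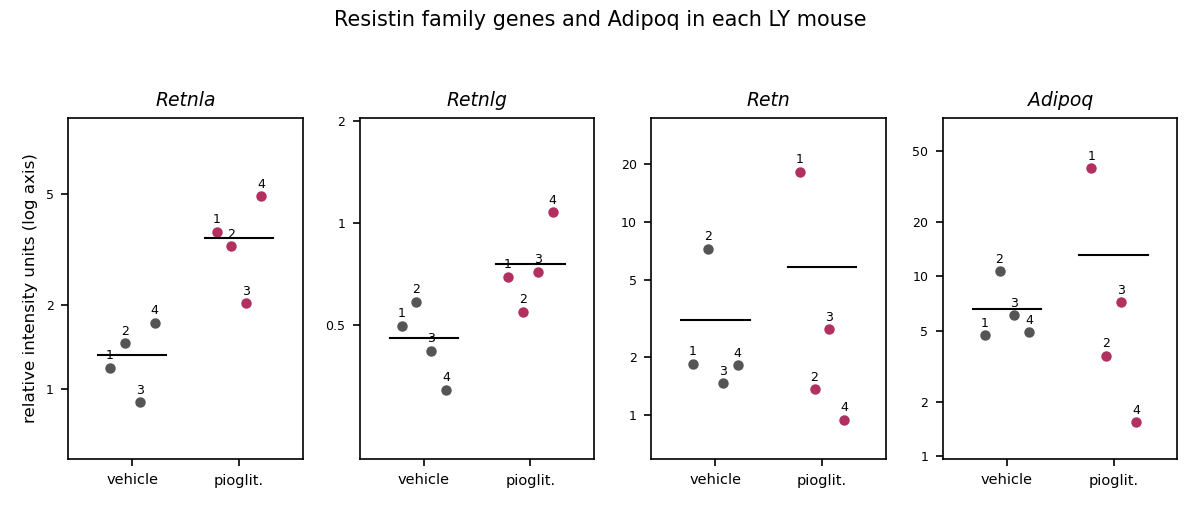
Relative intensity units (log axes) of Retnla, Retnlg, Retn and Adipoq in each vehicle-treated and pioglitazone-treated LY mouse. Points are mice with their replicate numbers, horizontal lines are group means, and the dotted line, where drawn, is the limit of 0.2. Pioglitazone mouse 1 was highest for Retn (18.3) and Adipoq (40.2).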

RELMα, also known as hypoxia-induced mitogenic factor (HIMF) or FIZZ1, has not previously been shown to be significantly expressed in the ovary, although it is expressed in high levels in gonadal fat of lactating mice [21]. RELMα is reported to be primarily associated with adipose tissue, specifically localized in the vascular fraction [36]. The present study demonstrates RELMα protein expression in perivascular cells within the ovary, which are consistent in appearance and distribution with macrophages, known targets of TZD. However, RELMα protein levels on Western blot were not siginificantly greater in pioglitazone-treated ovaries. Considering the proximity of the immunoactive cells to blood vessels, it is possible that if RELMα is secreted by these cells it could be primarily carried off in the circulation and would not show accumulation in the tissue.

## Conclusion

Prolonged oral administration of pioglitazone to aging obese LY mice altered the ovarian expression of a several genes. 

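Of 19 tested genes of cholesterol synthesis, 17 had negative log2 fold changes, with a median of -0.39, and 4 were lower at unadjusted p under 0.05 (1 when adjusted over the list alone). Fdft1, which makes squalene, had means of 7.65 and 4.81 relative intensity units in vehicle-treated and pioglitazone-treated mice. Fdps, which makes farnesyl pyrophosphate, had means of 78.9 and 48.8, and Dhcr7, which carries out the last step of cholesterol synthesis, of 3.83 and 2.78. Idi1 was the fourth. Of 20 steroidogenesis genes 0 were called (with the replicate number as a block 5, with Star, Cyp11a1, Akr1c18 and Scarb1 lower and Nr5a2 higher), 15 had negative log2 fold changes and the median was -0.25. Hsd3b1, which makes progesterone from pregnenolone, had means of 220 and 176, with a log2 fold change of -0.37 that was -0.17 without pioglitazone replicate 1, and Cyp17a1, which makes androgens in theca cells, of 123 ± 138 and 97.7 ± 92.7 (SD, n = 4 each) with a log2 fold change of 0.23 of the other sign. Of 30 genes of oxidative phosphorylation, 27 had negative log2 fold changes and 1, Cox5a, was lower, with means of 12.1 and 8.89. Camera gave the cholesterol list an adjusted p of 0.000918 with a preset correlation. With an estimated correlation the adjusted p was 0.437, so it did not pass, and over its alternatives it ran from 9.51e-08 to 0.437. For steroidogenesis the adjusted p was 0.238 and for oxidative phosphorylation 0.0813. The oxidative phosphorylation list with the replicate number as a block had an adjusted p of 0.0264 with a preset and 0.853 with an estimated correlation. Leaving out vehicle replicate 3 or pioglitazone replicate 3 or 4 gave it 3.98e-05, 0.0419 and 0.0256, array weights 0.000924, and a comparison of 3 against 3 mice chosen after seeing the data 0.000176, within a range of 3.98e-05 to 0.819, and the steroidogenesis list had 0.0390 without pioglitazone replicate 3, within a range of 0.0390 to 0.923. Dhcr7 lost its call without vehicle replicate 1 (log2 fold change -0.40) or pioglitazone replicate 4 (-0.35), and Cox5a kept its call without vehicle replicate 3 or 4 or pioglitazone replicate 1 and lost it without any other mouse (-0.41 to -0.29), with cyclic loess normalization, no scaling, no filter on dim probes, an intensity trend and each of the other tests.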

The results suggest that PPARγ may mediate diverse actions in the ovary, and that the positive effects of TZD observed in women with PCOS might involve mechanisms not directly related to insulin sensitivity. 

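Pparg, which encodes PPARγ, had means of 4.83 ± 1.38 and 5.61 ± 0.91 relative intensity units in vehicle-treated and pioglitazone-treated mice (SD, n = 4 each), and Ppara of 0.891 and 0.927. The partner receptors Rxra, Rxrb and Rxrg had means of 1.85 and 2.05, 0.317 and 0.400, and 3.98 and 3.29. Of 19 PPARγ target genes tested, 1, Angptl4, was called, and it was lower with pioglitazone. Scd1, a fatty acid desaturase, had means of 2.06 and 1.43, and Me1, which makes NADPH for lipid synthesis, of 76.4 and 47.2. Of 20 PPARα target and fatty acid oxidation genes 0 were called, and the mitochondrial uncoupling protein gene Ucp3 had means of 0.230 and 0.299. Lower means with pioglitazone were seen in the list members Etfdh (21.7 and 17.0), Eci1 (47.1 and 35.4) and Ehhadh (2.17 and 1.95). Nos2, the inducible nitric oxide synthase, had means of 4.28 and 3.86. No probe for Irs2 was named. The adjusted p in camera was 0.455 for the PPARγ targets and 0.80 for the PPARα targets, and none of the receptor genes passed in limma (adjusted p from 0.837 to 0.960). Called at unadjusted p under 0.05 with the replicate number as a block were 5 PPARγ target genes, with Scd1, Me1 and Nr1h3 (lower) and Cidea (higher) added. Without vehicle replicate 4 or pioglitazone replicate 3 Me1 passed too (log2 fold change -0.92 in each), as did Ucp3 without pioglitazone replicate 3 (0.46) and Rxrg without pioglitazone replicate 2 (-0.38). Eci1 passed in 2 settings with 1 array left out and Etfdh in 1, both lower. With 1 array left out Scd1 ran from -0.59 to -0.23, Me1 from -0.92 to -0.45, Pparg from 0.023 to 0.39, Rxrb from 0.080 to 0.59, Ucp3 from 0.24 to 0.46 and Rxrg from -0.38 to -0.23.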

Further research is needed to investigate the wide range of potential regulatory actions of PPARγ agonists in normal ovarian physiology and PCOS.

## Authors' contributions

JB and MD conceived and designed the study. MW carried out the treatments and tissue collection, and prepared preliminary data summaries. KE performed RNA extractions and microarray analyses, and performed statistical analyses on microarray data. JB and MD performed final data analysis, and JB drafted the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

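Ovaries of 4 vehicle-treated and 4 pioglitazone-treated LY mice were compared, with 1 array per mouse and all 8 arrays used. The deposited table gives 1 linear intensity per probe and mouse. The authors scanned the slides, corrected the intensities for background in the CodeLink software and divided each slide by its median. Division of each gene by its own median, which the methods also name, was not seen in the values. A code of -9999 marks a missing spot and was read as missing, which left 340 probes with a missing spot on any array. Untreated BL mice were not analysed here.

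Each array was divided by its median over all probes with a value, since control probes could not be told from mouse probes in the table. Values under 0.05, negative ones included, were raised to 0.05 before log2. Probes were named from the platform annotation in the reference, which covers 22296 of the 36227 probes, with 21615 assigned to a single gene, 681 to several genes, and 18069 genes named in all. A probe was tested with at least 3 values in each group and a mean of at least 0.2, the limit of sensitivity in the paper, in at least 1 group. The comparison of pioglitazone with vehicle was fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over the probes tested. Fold values are ratios of arithmetic group means of linear values, and log2 fold changes come from limma, so the sign of the 2 can differ where 1 mouse stands apart. For single genes a 2-sided exact permutation test over the 70 assignments of mice to groups was run on mean log2 values. Where all arrays of a group were under 0.2, a fold was given as a lower bound against 0.2, and where both groups were under 0.2 no fold was given.

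The rule for the genes to be named was set before the data were examined, as were the gene lists, the tests of the comparison and the alternatives, apart from 1 alternative named below. Tests chosen later are named where they are reported. It takes every gene that the paper names in its text or Table 2, whose values in the paper had been seen, and the 10 named genes with the largest difference in each direction. These were to pass the adjusted p or, where fewer than 10 passed, to have an unadjusted p under 0.05, groups that did not overlap and at least 0.5 in every array of the higher group. From each gene list it takes up to 4 members with the smallest unadjusted p. Genes named outside this rule are the Mybpc1 probes other than the brightest, a count of genes with several probes called alike, the genes Adipoq, Fabp4, Pnpla2 and Tnr, and list members called only with the replicate number as a block, which were chosen after their values were seen. Table 2 genes were matched to probes by accession, or by symbol where no probe with the accession was named, and then by the brightest probe.

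The 26 gene lists cover adipocyte, PPARγ target, PPARα target, insulin and IGF signalling, steroidogenesis, cholesterol synthesis, granulosa, oocyte, cumulus and ovulation, luteal, theca and stroma, endothelial, macrophage, alternative macrophage activation, inflammatory, lymphocyte, prostaglandin, resistin family, extracellular matrix, cell cycle, oxidative phosphorylation, immediate early, oviduct and surface epithelium, red blood cell, muscle and housekeeping genes. They were tested with camera at a preset correlation of 0.01 between genes, with adjustment over the lists. Camera with an estimated correlation and fry were run beside it. Each gene entered with its brightest probe.

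The alternatives were floors of 0.01 and 0.2, quantile or cyclic loess normalization, no scaling, no filter on dim probes, a mean over all arrays of at least 0.2, at least 0.2 in every array, an intensity trend in eBayes, array weights, the test named in the methods, a test with unequal variances, a test on linear values, the replicate number as a block, each array left out in turn, and other choices of probe. A comparison of 3 against 3 mice, without vehicle mouse 3 and pioglitazone mouse 1, was added after seeing the data.

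Whether the replicate number pairs the samples was checked by correlating arrays across probes after removal of the group means. Arrays with the same number had correlations of 0.515, 0.181, 0.274 and 0.232, while vehicle mouse 2 correlated best with pioglitazone mouse 3 (0.369). Scores on principal component 1 (39.2% of variance) rose in the order of mice 1, 4, 2 and 3 in both groups. The comparison without blocks is reported, with the blocked value where it changes a call or moves a count by more than 1.5 times.

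The fit was tested on simulated data with 4 arrays in each group and 28426 probes. Of 100 probes changed 2-fold, 51 were called at adjusted p under 0.05 and 88 at unadjusted p under 0.05, and of 100 changed 4-fold, 94 and 100 were. False calls at adjusted p numbered 10. These figures are not split by intensity, so they cannot be taken for dim probes, which make up most named probes past 2-fold here. Whether a structure shared among the arrays, such as principal component 1, changes them was not tested.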

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

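The tests on fat tissue, on a rise of adipocyte genes in all treated mice, on luteal tissue and on skeletal muscle were chosen after the result was seen. The rules for fat tissue and skeletal muscle were later changed with the values in view, and both results then became undecided. The counts over other splits of the samples were planned, apart from those of the cholesterol list and of genes with several probes called alike, which were chosen after the real value was seen and before other splits were counted.

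In pioglitazone mouse 1 genes of adipocytes stood apart from the other mice. Lep (leptin) lay far above the other pioglitazone mice there (gap of 0.86 of the range of log2 values in its group). Of the 14 adipocyte genes other than Lep, Adipoq and Retn, which drew attention to this mouse, 6 had their highest value of all 8 arrays there, where any other mouse had at most 2. This count, where 1.75 are expected by chance, goes with fat tissue left on that ovary, although the methods state that the ovaries were trimmed of fat. Fat tissue cannot be told apart from a biological difference of this mouse alone, which was not tested. Pnpla2 was lowest in that mouse (0.390). It was also lowest of the vehicle mice in vehicle mouse 1 (0.941), so it decides nothing about fat. A rise of adipocyte genes in all treated mice alike is argued against by the other 3 pioglitazone mice, whose list mean differed from that of vehicle mice by -0.167 (standard error 0.156), against 0.98 in mouse 1.

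The list of 19 genes of cholesterol synthesis, which the paper does not discuss, was ranked downward with pioglitazone by camera with a preset correlation (adjusted p = 0.000918) and did not pass with an estimated one (adjusted p = 0.437), and 4 members were called at unadjusted p. The mean of the list differed by -0.36 on the log2 scale (standard error 0.14), with 3 pioglitazone mice below every vehicle mouse and a 2-sided exact permutation p of 0.0571. Over the 35 splits of the mice 2 gave a shift as large, the real one included, so chance is not excluded (real shift 0.357, highest other 0.412), and both are among the 8 splits that part all 4 pairs of mice with the same replicate number. Whether less luteal tissue in the treated ovaries is the whole cause was not decided. With the mean of the luteal list as a covariate 0.918 of the shift was left (-0.33, standard error 0.16). Little of the shift followed the luteal list (coefficient 0.07, standard error 0.13), and the lists share 0 members. With 8 mice and that standard error, however, the shift left is not set apart from 0. An effect of pioglitazone on cholesterol synthesis stays open as a hypothesis that may be tested in other mice.

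Mybpc1, a muscle gene that the paper does not discuss, was higher with pioglitazone in 3 of 3 probes, and the lowest of their log2 fold changes was 1.09. Skeletal muscle on the treated ovaries cannot be told apart from other causes, since members of the muscle list point both ways. The 17 tested members, which do not include Mybpc1, had a median log2 fold change of 0.119 (SD 0.603). Of those with a vehicle value of 0.2 or more, Trdn was called, with a log2 fold change of 1.79 that fell to 0.99 with a floor of 0.2. Whether Trdn rose as much as Mybpc1 cannot be told, since its vehicle values lay near the limit. Trdn was chosen by the study on these samples and had 3 of 4 vehicle values under 0.2. Trim54, under 0.2 in all vehicle-treated mice, was at least 1.31-fold higher. Ckm, the muscle creatine kinase, had means of 0.290 in vehicle-treated and 0.226 in pioglitazone-treated mice, and Atp2a1, a calcium pump of fast muscle, of 1.12 and 0.926. The genes with 2 or more probes called alike and at least 2-fold numbered 1, and over the 35 splits 10 gave as many (highest other 6), so chance is not excluded, while among the 8 splits that part all 4 pairs of mice with the same replicate number only the real one had any, and 8 are too few for a share under 0.05. A direct effect of pioglitazone was not tested.

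Other lists that passed camera with a preset correlation were granulosa genes (adjusted p = 0.0112), luteal genes (0.0497) and the resistin family (0.0301), and with an estimated correlation the adjusted p was 0.407, 0.819 and 0.407.

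Single mice lay far from the others of their group in 18 of 338 groups of 4, where 17 are expected by chance at 1 in 20. The gap to the nearest mouse, as a share of the range of log2 values, was 0.941 for Lep (vehicle mouse 3, low), 0.861 for Foxa3 (vehicle mouse 1, high), 1 for Plcd4 (vehicle mouse 4, high, with the others at the floor) and 0.855 for Retn (vehicle mouse 2, high). It was 0.896 for Gapdh (pioglitazone mouse 4, low), 0.897 for Kif1b (vehicle mouse 3, low), 0.896 for Pnck (pioglitazone mouse 2, low), 0.835 for Trpc6 (vehicle mouse 3, low) and 0.96 for Idi1 (vehicle mouse 2, high). For Gja4, Tcf21 and Fosb, all low in pioglitazone mouse 4, it was 0.854, 0.83 and 0.902, and for Ms4a1 (vehicle mouse 4, high) 0.951. Among list means it was 0.842 for steroidogenesis and 0.839 for immediate early genes (vehicle mouse 2, high), 0.845 for cell cycle genes (pioglitazone mouse 1, low) and 0.849 for red blood cell genes (pioglitazone mouse 4, high).

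Over the 35 splits of the 8 mice into groups of 4, at least as many probes as the real 1685 at unadjusted p under 0.05 were called in 10 splits (highest other 5746), so chance is not excluded. This holds for named probes at least 2-fold (real 43, 15 splits, highest other 658) and for gene lists (real 4, 21 splits, highest other 14). At adjusted p under 0.05 limma called 0 probes in the real split, which 35 of 35 splits reach by definition, so this count decides nothing. The highest other split called 241. That split sets mice 1 and 4 of both groups against mice 2 and 3, and calls several times the real count, which points to a structure of the samples that the treatment does not follow. Principal component 1 (39.2% of variance) was likewise negative in mice 1 and 4 and positive in mice 2 and 3 of both groups. In each group the luteal list was higher in mice 2 and 3 than in mice 1 and 4. The cause of this structure was not tested. For the Table 2 genes 1 split, the real one, gave 16 called, and the highest other 6, but the genes were chosen on that split, so the count decides nothing. Among the 8 splits that part all 4 pairs of mice with the same replicate number, the real one had the highest count at unadjusted p (next 1086) and of named probes at least 2-fold (next 41), and 4 had as many gene lists. With the replicate number as a block the real split gave 2635, reached by 1 of these 8 splits, the real one, with 2183 in the highest other, and 8 splits are too few for a share under 0.05. The splits that part 2 pairs gave 338 to 4269 probes, and those that part 0 pairs 1136 to 5746.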

How the results depend on the processing

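The comparison of 3 against 3 mice, without vehicle mouse 3 and pioglitazone mouse 1, was chosen after seeing the data, and the other alternatives were planned. The number of probes at adjusted p under 0.05 in limma was 0 under each alternative run, with 1685 at unadjusted p under 0.05. Calls of genes at unadjusted p under 0.05 are from limma. For Angpt1 and Plcd4, whose Table 2 probes the filter leaves out, they are from the exact permutation test. With 3 against 3 mice the smallest 2-sided p of that test is 0.1, so both genes lose their call there by construction. Of 57 genes called, 22 kept their direction and call in every alternative that gave them a value. Of 1328 values of the called genes, 1141 kept both. For the 4 lists called by camera this held for 67 of 88 values. What signal over background limits is the fold of dim probes, since most named probes past 2-fold have a group mean under 0.2.

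The count at unadjusted p under 0.05 was 2635 with the replicate number as a block, 2574 with 3 against 3 mice and from 737 to 2443 with 1 array left out (737 without pioglitazone replicate 4). The count of named probes at least 2-fold, 43 as reported, was 22 with a floor of 0.2, 124 with no filter on dim probes, 24 with a mean over all arrays of at least 0.2, 5 with at least 0.2 required in every array, 25 with unequal variances, 27 with a test on linear values, 68 with 3 against 3 mice and from 43 to 88 with 1 array left out (76 without vehicle replicate 1, 81 without vehicle replicate 4 and 88 without pioglitazone replicate 3). By construction the stricter filters test fewer dim probes. The floor of 0.2 left the ratios of means of the Table 2 genes unchanged (2.08 for Sin3b in both settings). Values are raised before log2, so the floor acts on the tested log2 values and not on this fold. For the other settings the cause was not tested. Of the Table 2 genes, 16 as reported, 10 were called with a floor of 0.2, 10 with a mean over all arrays of at least 0.2 and 3 with at least 0.2 required in every array. Gene lists at adjusted p under 0.05, 4 as reported, numbered 2 with quantile normalization, 2 with cyclic loess normalization, 8 with array weights, 0 with an estimated correlation and from 3 to 7 with 1 array left out (7 without pioglitazone replicate 3). The Table 2 probes of Angpt1 and Plcd4 give no value at a floor of 0.2, where every array is at the floor.

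With the replicate number as a block 6 lists passed, with the extracellular matrix and oxidative phosphorylation lists gained (adjusted p = 0.0264 in camera for each). With an estimated correlation and the same block their adjusted p was 0.471 and 0.853, and 0 lists passed. Calls at unadjusted p under 0.05 were gained by 15 of the 143 genes taken by the rule and lost by 2, Padi6 and Ms4a1.

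The direction turned in 105 of the values of 169 genes and lists, of which 1 was called as reported (Plcd4, by the exact permutation test). Its mean over probes is that of its other probe, the only 1 tested, so its direction turned with a change of probe, and for the others the cause was not tested. With 3 against 3 mice, the camera adjusted p was 0.729 for adipocyte, 0.595 for PPARα target, 0.729 for insulin and IGF signalling, 0.923 for steroidogenesis, 0.881 for extracellular matrix and 0.806 for red blood cell genes. In the same setting, the log2 fold change was -0.21 for Zcrb1, -0.0668 for Magi1, -0.0302 for Elf1, -0.924 for Retn, -0.31 for Irs1, -1.36 for Cyp17a1, -0.328 for agouti, -0.0862 for Zp2 and 0.0138 for Retnlb. With array weights, the camera adjusted p was 0.601 for PPARγ target, 0.937 for PPARα target, 0.64 for insulin and IGF signalling, 0.731 for cumulus and ovulation, 0.731 for macrophage, 0.731 for extracellular matrix and 0.731 for immediate early genes. In the same setting, the log2 fold change was 0.00244 for Mthfd1l, -0.108 for Zcrb1, -0.0101 for Magi1, -0.00934 for Elf1, -0.318 for Retn, -0.166 for Irs1, -1.08 for Cyp17a1, -0.245 for agouti, -0.073 for Zp2 and -0.253 for Alas2. With quantile normalization, the camera adjusted p was 0.937 for PPARα target, 0.998 for insulin and IGF signalling, 0.843 for oocyte and 0.828 for prostaglandin genes. In the same setting, the log2 fold change was 0.00487 for Actb. With cyclic loess normalization, the camera adjusted p was 0.979 for PPARα target, 0.979 for insulin and IGF signalling, 0.781 for oocyte and 0.791 for prostaglandin genes. In the same setting, the log2 fold change was 0.015 for Actb. With at least 0.2 required in every array, the camera adjusted p was 0.927 for oocyte and 0.927 for inflammatory genes. With the replicate number as a block, the camera adjusted p was 0.812 for oocyte and 0.941 for red blood cell genes. With a mean over all arrays of at least 0.2, the camera adjusted p was 0.954 for prostaglandin genes. With a floor of 0.2, the log2 fold change was 0.174 for Lep. With a test on linear values, the log2 fold change was 1.02 for Lep, -0.332 for Cyp17a1, -0.00096 for agouti and -0.0176 for Alas2. With the mean over all probes of a gene, the log2 fold change was -0.014 for Plcd4 and -0.00078 for Rxra. With 1 array left out, the camera adjusted p of lists whose direction turned at least once ran from 0.0256 to 0.817 for adipocyte, from 0.122 to 0.92 for PPARγ target, from 0.32 to 0.875 for PPARα target, from 0.347 to 0.966 for insulin and IGF signalling, from 0.24 to 0.898 for oocyte, from 0.397 to 0.949 for cumulus and ovulation, from 0.142 to 0.998 for theca and stroma, from 0.217 to 0.868 for endothelial and angiogenesis, from 0.0249 to 0.897 for macrophage, from 0.436 to 0.998 for inflammatory, from 0.478 to 0.98 for prostaglandin, from 0.241 to 0.966 for immediate early, from 0.196 to 0.98 for oviduct and from 0.587 to 0.998 for red blood cell genes. The log2 fold change of genes whose direction turned ran from -1.17 to 0.391 for Lep, from -0.176 to 0.0451 for Mthfd1l, from -0.112 to 0.172 for Zcrb1, from -0.0765 to 0.146 for Elf1, from -0.676 to 0.75 for Retn, from -0.0497 to 0.152 for Ppara, from -0.164 to 0.321 for Irs1, from -0.706 to 1.13 for Cyp17a1, from -0.202 to 0.192 for agouti, from -0.131 to 0.0345 for Retnlb and from -0.0348 to 0.607 for Alas2.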

Differences from the paper's values

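The alternatives below were set before the data were examined, except the comparison of 3 against 3 mice, which was chosen after seeing the values.

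For Lep the paper gives a ratio of pioglitazone to vehicle of 0.28, and the value here is 2.03. Without pioglitazone replicate 1 the ratio was 0.36, which no longer differs. Under every other alternative that can move it and was set before the data were examined, it did differ. In the comparison of 3 against 3 mice, chosen after seeing the values, the ratio was 0.284 and Lep was lower at unadjusted p under 0.05 in limma (log2 fold change -1.84), with 14 of the Table 2 genes called against 16 with all mice.

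The 7 genes with no probe of the table's accession were compared through another probe, which is a limit of the comparison. The paper's ratio and the ratio here were 0.46 and 0.961 for Mthfd1l, 0.46 and 0.895 for Usp29, 0.50 and 1.06 for Zcrb1, and 2.07 and 0.672 for Ptger1. They were 2.08 and 1.23 for Magi1, 2.32 and 1.03 for Elf1, and 5.22 and 1.20 for Dpp10. Magi1 no longer differed without vehicle replicate 1 (1.41), while a second tested Magi1 probe had a ratio of 0.847 with all mice. With the same probes kept, the other genes differed under every alternative set before the data were examined that can move a ratio of means. A second Usp29 probe, dimmer and left out by the filter, had means of 0.192 and 0.0888. The ratio of these means is 0.462, beside 0.46 in the paper, and the groups did not overlap (2-sided exact permutation p = 0.0286). It is not counted as a fold, since 2 of 4 vehicle values and all 4 pioglitazone values were under 0.2. Among probes with no name here, and chosen after seeing the values, 1 had the paper's ratio for Dpp10 (means of 0.0439 and 0.229), 1 that for Magi1 (0.154 and 0.321) and 1 that for Elf1 (0.109 and 0.253), each with a vehicle mean under the limit of 0.2. For Ptger1 0 unnamed probes had it, and for Mthfd1l, Usp29 and Zcrb1 3, 3 and 6 did, so that no unnamed probe could be assigned.

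The paper counts 27 named genes at p under 0.05 and at least 2-fold, and the count here is 43 probes with a named gene. It no longer differed with a floor of 0.2 (22), cyclic loess normalization (35), a mean over all arrays of at least 0.2 (24), the test named in the methods (30), unequal variances (25) and a test on linear values (27, the same number as the paper's, with 23 higher and 4 lower against 17 and 10 in Table 2). It differed under all other alternatives set before the data were examined, each array left out included.

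The paper states reduced leptin expression, and Lep had a log2 fold change of -0.09 (standard error 1.03) with a higher group mean. It states elevated PGE1 receptor expression, and the Ptger1 probe named here, another than that of Table 2, had means of 0.364 and 0.245. It places Lep among the genes altered most, and Lep was number 11848 of 16073 by log2 fold change and number 89 by ratio of means. Both ranks include pioglitazone mouse 1, and the ratio was upward. Without that mouse the log2 fold change of Lep was -1.17 and the ratio 0.36. Of the 19 Table 2 genes matched by accession, 18 had the table's direction in the ratio of means and 16 lay within 0.02 of the table's value. Angptl4, with 0.642 here and 0.50 in Table 2, differed by less than 1.5 times. It did not reach the paper's limit of 2-fold under any alternative, and its lowest ratio was 0.589, without pioglitazone replicate 4. The Table 2 probes of Angpt1 and Plcd4 were left out by the filter on dim probes. Without that filter both were called at unadjusted p under 0.05 in limma. A brighter Plcd4 probe passed the filter and was not called (means of 23.4 and 23.5).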

Other observations

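No test in this part was chosen after the result was seen, apart from the comparison of 3 against 3 mice, which is 1 of the alternatives. Genes of tissues that lie beside the ovary were compared between vehicle-treated and pioglitazone-treated mice. Of 18 genes of oviduct, uterus and surface epithelium, Upk3b, a uroplakin of mesothelium and urothelium, was lower at unadjusted p under 0.05, with means of 0.345 ± 0.028 and 0.219 ± 0.025 (SD, n = 4 each), and Ltf (lactotransferrin) was higher, with 0.663 and 0.941. Upk3b also passed when adjusted over the list alone (1 lower), and kept its call in all 24 alternatives, that comparison included. Ltf lost its call without vehicle replicate 1 or 3 or pioglitazone replicate 2 or 3 (log2 fold changes of 0.43, 0.43, 0.44 and 0.42). Of 17 muscle genes, Trdn and Trim54 were higher at unadjusted p under 0.05 and also when adjusted over the list alone (2), and both were chosen by the study on these samples. A block on the replicate number gave 3 higher muscle genes, with Des (desmin) added. Of 6 red blood cell genes 0 were called, and Alas2, the first enzyme of heme synthesis in red cells, had means of 3.13 and 3.09.

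Of 13 housekeeping genes 1, Gapdh, was lower at unadjusted p under 0.05, with means of 0.867 ± 0.153 and 0.631 ± 0.115 (SD, n = 4 each). It lost this call without vehicle replicate 1 or 3 or pioglitazone replicate 4 (log2 fold changes of -0.48, -0.35 and -0.32), with array weights, with unequal variances, and with the mean over all its probes (-0.07). A second Gapdh probe, with 3 of 4 vehicle values under 0.2, had means of 0.183 and 0.225. Its log2 fold change was 0.32 (standard error 0.23), of the other sign. Whether Gapdh, the reference gene of the paper's RT-PCR, changed cannot be told from these probes. Actb had means of 224 and 205, with a log2 fold change of -0.12 that was 0.0049 with quantile and 0.015 with cyclic loess normalization, so its sign depends on the scaling. The agouti gene had means of 101.5 and 101.5, and Igfbp1, an IGF-binding protein, of 0.580 and 0.650. The adjusted p in camera was 0.80 for oviduct and surface epithelium genes, 0.930 for red blood cell genes, 0.200 for muscle genes and 0.319 for housekeeping genes. The oviduct list was ranked upward with a median log2 fold change of -0.03, and the red blood cell list downward with a median of 0.01. The muscle list passed without pioglitazone replicate 4 (0.0360) and with array weights (0.0276), within a range of 0.0276 to 0.920 over its alternatives.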
